# Enhancement of the Anticancer Ability of Natural Killer Cells through Allogeneic Mitochondrial Transfer

**DOI:** 10.3390/cancers15123225

**Published:** 2023-06-17

**Authors:** Seong-Hoon Kim, Mi-Jin Kim, Mina Lim, Jihye Kim, Hyunmin Kim, Chang-Koo Yun, Yun-Joo Yoo, Youngjun Lee, Kyunghoon Min, Yong-Soo Choi

**Keywords:** natural killer cells, immune cell therapy, mitochondria, mitochondrial transfer, anticancer immunotherapy

## Abstract

**Simple Summary:**

Conventional natural killer (NK)-based anticancer immunotherapy has a limitation: a culture period of approximately 2 weeks is required to increase the number and activity of NK cells. By transferring functional allogeneic mitochondria into NK cells, we demonstrated that the activity of NK cells and their cytotoxicity were significantly enhanced. This approach could potentially offer a timely therapeutic strategy for cancer treatment without the need for in vitro culture, which can be time-consuming and costly.

**Abstract:**

An in vitro culture period of at least 2 weeks is required to produce sufficient natural killer (NK) cells for immunotherapy, which are the key effectors in hematological malignancy treatment. Mitochondrial damage and fragmentation reduce the NK cell immune surveillance capacity. Thus, we hypothesized that the transfer of healthy mitochondria to NK cells could enhance their anticancer effects. Allogeneic healthy mitochondria isolated from WRL-68 cells were transferred to NK cells. We evaluated NK cells’ proliferative capacity, cell cycle, and cytotoxic capacity against various cancer cell types by analyzing specific lysis and the cytotoxic granules released. The relationship between the transferred allogenic mitochondrial residues and NK cell function was determined. After mitochondrial transfer, the NK cell proliferation rate was 1.2-fold higher than that of control cells. The mitochondria-treated NK cells secreted a 2.7-, 4.1-, and 5-fold higher amount of granzyme B, perforin, and IFN-γ, respectively, when co-cultured with K562 cells. The specific lysis of various solid cancer cells increased 1.3–1.6-fold. However, once allogeneic mitochondria were eliminated, the NK cell activity returned to the pre-mitochondrial transfer level. Mitochondria-enriched NK cells have the potential to be used as a novel solid cancer treatment agent, without the need for in vitro cytokine-induced culture.

## 1. Introduction

Natural killer (NK) cells are crucial in anticancer immunotherapy. The current trends of research on NK cell-mediated immunotherapy have focused on NK cell expansion, cytotoxicity, improved targeting, and lifespan extension [1]. To be applied clinically, NK cells need to be expanded via a mass culture for 2 weeks or more. However, in patients with terminal cancer, this activation induction period is insufficient for NK cell expansion. According to recent studies, the culture period can be shortened by culturing cells in a medium containing cytokines, such as IL-2 and IL-15 [2,3], or by using a formulation containing feeder cells and cytokines [4,5]. However, despite the induction of proliferation and activation, large-scale proliferation is limited, owing to the cost and cellular phenotype/functional differences [6]. Therefore, new strategies that can activate NK cell expansion are needed.

NK cell proliferation depends on the mitochondrial metabolic pathway [7,8]. Inactive NK cells mainly produce ATP through mitochondrial oxidative phosphorylation (OXPHOS) and have a relatively low basal metabolic rate [7,8]. However, when activated, glycolysis and OXPHOS increase ATP production [7,8]. Recent studies have shown that NK cell proliferation is inhibited when mitochondria-related signaling mechanisms are suppressed [9]. In addition, the metabolic performance of normal and cytokine-stimulated NK cells is different, with both of these showing distinct mitochondrial polarization patterns [10]. Therefore, mitochondrial remodeling of OXPHOS has been proposed to be an essential gatekeeper of NK cell function.

The decreased antitumor capacity of NK cells is associated with damaged mitochondria [10]. Tumor-infiltrating NK cells exhibit highly fragmented mitochondria and reduced cytotoxicity and proliferation [9]. Furthermore, NK cells from the tumor site of patients with liver cancer have small and fragmented mitochondria in their cytoplasm, whereas those from healthy individuals and the peripheral NK cells outside the tumor have normal, large, and tubular mitochondria [11]. Mitochondrial fragmentation is correlated with reduced cytotoxicity and NK cell loss that leads to tumor evasion and a decreased NK cell-mediated tumor surveillance, reducing the survival rates of patients with liver cancer [10,11]. By regulating mitochondrial activity and effector functions, recent studies have demonstrated a reduction in cell cytotoxicity and cytokine production in PGC-1α-deficient-NK cells compared to those in naïve NK cells [12]. In addition, the transcriptional regulation of mitochondria mediated by PGC-1α plays an important role in anticancer immunity [12]. This evidence suggests that the mitochondrial function in NK cells plays a key role in innate immunity.

Recently, the transfer of healthy exogenous mitochondria to target cells has emerged as an attractive therapeutic strategy to treat damaged mitochondria. Studies have shown that mitochondria isolated from various sources can be transferred to damaged cells or tissues to restore the loss of function [13,14,15,16,17]. A recent study on immune cells demonstrated the activation of T cells and the promotion of regulatory T cell differentiation through the mesenchymal stem cell-mediated transfer of mitochondria [18]. However, to the best of our knowledge, no study to date has verified the efficacy of the direct transfer of mitochondria into NK cells. Therefore, in this study, we aimed to investigate whether the transfer of healthy exogenous mitochondria into NK cells affected their activity, in particular, NK cell expansion and anticancer regulatory ability. To enhance the mitochondrial capacity, mitochondria were isolated from normal hepatic cells (WRL-68) derived from liver tissue with high energy metabolism activity. The isolated mitochondria were transferred into NK cells using a simple centrifugation method described in a previous study [19]. After the transfer, we evaluated the proliferative and cytotoxic capacities of NK cells and the changes in the NK cell surface receptors. We demonstrated that mitochondria-enriched NK cells, which do not require in vitro cytokine-induced culture, have the potential to be used as a novel solid cancer treatment agent.

## 2. Materials and Methods

### 2.1. Cell Culture

This in vitro study was approved by the Institutional Review Board (IRB) of CHA University (Seongnam, Republic of Korea; IRB No.202204-BR-018-02). For the cell culture experiments, NK-92MI and WRL-68 cells were purchased from the American Type Culture Collection (Manassas, VA, USA). K562, MCF-7, HCT-116, OVCAR-3, and A549 cells were purchased from the Korean Cell Line Bank (Seoul, Republic of Korea). Primary NK cells were obtained from donors using an NK cell isolation kit (Miltenyi Biotec, Bergisch Gladbach, Germany) and the Ficoll method. The NK-92MI cells were cultured in Minimum Essential Medium Eagle Alpha Modification (HyClone Laboratories Inc., Logan, UT, USA) supplemented with 12.5% fetal bovine serum (FBS; Gibco, Waltham, MA, USA), 12.5% horse serum (Gibco), 0.1 mM 2-mercaptoethanol (Gibco), 0.2 mM myo-inositol (Sigma-Aldrich, St. Louis, MO, USA), and 0.02 mM folic acid (Sigma-Aldrich). The WRL-68 cells were cultured in Dulbecco’s Eagle’s minimal essential medium (HyClone) supplemented with 10% FBS. The K562, MCF-7, HCT-116, OVCAR-3, and A549 cells were cultured in the RPMI-1640 medium (HyClone) supplemented with 10% FBS. Primary NK cells were cultured in ALys505NK (CSTI, Sendai, Japan) supplemented with 10% FBS, 200 IU/mL IL-2, 5 ng/mL IL-12, and 50 ng/mL IL-18. All cells were cultured at 37 °C under 5% CO_2_.

### 2.2. Isolation of the Mitochondria

Mitochondria were isolated using a method described in a previous study, with slight modifications [19]. Briefly, the WRL-68 cells (1 × 10^7^) were homogenized in the SHE buffer (0.25 M sucrose, 20 mM HEPES, 2 mM EGTA, 10 mM KCl, 1.5 mM MgCl_2_, and 0.1% defatted bovine serum albumin; pH 7.4) using a 1 mL disposable syringe and centrifuged at 1500× *g* for 5 min. To obtain the mitochondria, the supernatant was centrifuged at 20,000× *g* for 10 min. The mitochondrial pellet was resuspended in 1.8 mL of the SHE buffer and centrifuged at 20,000× *g* for 5 min. Then, the pellet was resuspended in 1.8 mL of the respiration buffer and centrifuged at 20,000× *g* for 5 min to obtain pure mitochondria. All procedures were carried out on ice, and the freshly isolated mitochondria were stored at 4 °C.

### 2.3. Quality Control of the Mitochondria

The mitochondrial content was measured using the Pierce bicinchoninic acid protein assay kit (Thermo Scientific, Waltham, MA, USA). The ATP content of the isolated mitochondria was measured using the CellTiter-Glo 2.0 (Promega, Madison, WI, USA) reagent, following the manufacturer’s protocol. To assess its purity, the isolated mitochondria were labeled with MitoTracker Green (Invitrogen, Waltham, MA, USA) and APC-conjugated TOMM20 (Abcam, Cambridge, UK; ab225341), and were analyzed using the CytoFLEX flow cytometry (Beckman Coulter, CA, USA). Isolated mitochondria were characterized using Western blot analysis.

### 2.4. Transfer of Mitochondria to the Target Cells

The isolated mitochondria were transferred to the target cells, according to a method described in a previous study [19]. Briefly, recipient cells were added to a tube containing 100 µL of phosphate-buffered saline (PBS). The number of mitochondria refers to the mass of mitochondria (µg of protein) per 1 × 10^5^ recipient cells. The mitochondrial suspension in 10 µL of PBS was added slowly to each tube containing the recipient cells, and the tubes were then centrifuged at 1500× *g* for 15 min. All the tubes were stored at 4 °C.

After mitochondrial transfer, the NK-92MI cells were seeded at a density of 1 × 10^5^ cells/mL and cultured at 37 °C under 5% CO_2_. The NK-92MI cells were sub-cultured every 48 h. To track the intracellular retention period after the mitochondrial transfer, the NK-92MI cell mitochondrial DNA (mtDNA) expression, proliferative capacity, and cytotoxicity against K562 cells were analyzed at each passage point.

### 2.5. Cell Proliferation Assay

To determine the changes in cell proliferation after the mitochondrial transfer, the NK-92MI cells were seeded in 48- and 96-well plates at a density of 1 × 10^5^ cells/mL and incubated at 37 °C. Cell proliferation in each group was assessed using the WST-based EZ Cyto-X assay (DoGenbio, Seoul, Republic of Korea) every 24 h. At each time point, the WST solution was added to each well (final dilution: 1:10), followed by incubation for 2 h. The optical density at 450 nm (OD 450 nm) was measured using a Synergy HTX microplate reader (BioTek, Winooski, VT, USA). The WST-based EZ Cyto-X assay is a colorimetric method widely used to measure cell proliferation and viability. This assay was employed in our study to evaluate the impact of the mitochondrial transfer on cell proliferation.

### 2.6. Flow Cytometry Analysis

To validate the quantification results, the mitochondria isolated using MitoTracker Red CMXRos were transferred into the NK-92MI cells. The quantification of mitochondria was performed using the CytoFLEX flow cytometry. The mean fluorescence intensity (MFI) values were recorded in the PE channel, and regression analysis was performed using SigmaPlot 10.0 (Systat Software, San Jose, CA, USA).

After mitochondrial transfer, we analyzed cell viability, Ki-67, and cell cycle assays using flow cytometry. For the cell viability assay, the NK-92MI cells were cultured at 37 °C for 48 h after mitochondrial transfer. Then, they were resuspended in PBS containing 10 µg/mL propidium iodide (PI; Sigma-Aldrich, St. Louis, MO, USA) and analyzed using the CytExpert software, version 2.4. For the Ki-67 intracellular staining, the NK-92MI cells were fixed/permeated using a fixation/permeabilization kit (BD Biosciences, San Jose, CA, USA), following the manufacturer’s protocol. The NK-92MI cells were suspended in perm/wash buffer (BD Biosciences, Franklin Lakes, NJ, USA) with PE-conjugated Ki-67 (BioLegend; 350504, San Diego, CA, USA), and analyzed using the CytExpert software. For the cell cycle assay, the NK-92MI cells were analyzed 48 h after mitochondrial transfer. They were permeabilized in 70% ethanol at 4 °C for 30 min. The DNA was stained with 50 µg/mL PI and 200 µg/mL RNase A (iNtRON Biotechnology, Seoul, Republic of Korea) at 37 °C for 45 min. The cells were analyzed using the CytExpert software, and data analysis was performed using FlowJo 10.7.1 (BD Biosciences).

To analyze their cytotoxicity against cancer cells, the specific lysis ability of NK cells was analyzed using flow cytometry. Target tumor cells (K562 cells) were labeled with carboxyfluorescein diacetate succinimidyl ester (CFSE; Invitrogen). Then, 48 h after mitochondrial transfer, NK cells and CFSE-labeled target cells were co-cultured for 4 h. Then, 10 µg/mL PI was added to the co-cultured samples to identify the dead cells, which were analyzed using the CytExpert software. The specific cell lysis percentage was calculated using Equation (1):

(1) $$specific\;cell\;lysis\;(\%)=\frac{experimental\;release\;(\%)-spontaneous\;release\;(\%)}{1-spontaneous\;release\;(\%)}\times 100$$

For the CD107a degranulation assay, 48 h after mitochondria transfer, NK-92MI cells were co-cultured with the same number of K562 target cells for 2 h. All the cells were harvested, stained with APC-conjugated CD56 (Invitrogen; 17-0567-42) and PE-conjugated CD107a (Invitrogen; 12-1079-42) for 30 min, and analyzed using the CytExpert software.

For cell phenotype analysis, the NK cells were stained using the monoclonal antibodies against the following proteins: NKG2D (Invitrogen; 11-5878-42), NKp30 (BioLegend, San Diego, CA, USA; 325210), NKp44 (BioLegend; 325108), NKp46 (BD Biosciences; 557991), CD69 (Invitrogen; 12-0699-42), OX40 (BioLegend; 350004), DNAM-1 (BioLegend; 338306), CD158 (BioLegend; 339504), CD158a (Invitrogen; 12-1589-42), CD158b (BioLegend; 312614), CD158e (Miltenyi Biotec; 130-116-822), NKG2A (Beckman Coulter; IM3291U), TIM-3 (Invitrogen; 11-3109-42), LAG-3 (BioLegend; 369306), TIGIT (BD, Ashland, OR, USA; 747846), and PD-1 (BioLegend; 367406). Data analysis was performed using FlowJo 10.7.1 (BD Biosciences).

### 2.7. Determining Granzyme B, Perforin, and Cytokine Levels

The amounts of proteins released were determined using ELISA kits (for granzyme B, IFN-γ, and TNF-α; R&D Systems, Minneapolis, MN, USA, and for perforin; Invitrogen) following the manufacturer’s protocol. Briefly, 48 h after mitochondrial transfer, NK-92MI cells were seeded in 48-well plates (1 × 10^5^ cells/well) and co-cultured with 1 × 10^4^ K562 cells for 4 h. Then, the culture medium was collected, and the protein levels were determined.

### 2.8. PCR Analysis

To validate the quantification results, the total RNA from NK-92MI cells was isolated using an easy-spin total RNA extraction kit (iNtRON Biotechnology), and cDNA synthesis was performed using the Maxime RT premix kit (iNtRON Biotechnology) according to the manufacturer’s protocol. cDNA was added to a PCR reaction mix containing the PCR master mix solution (iNtRON Biotechnology) and primers (NK-92MI mtDNA: forward, 5′-TTAACTCCACCATTAGCACC-3′ and reverse, 5′-GAGGATGGTGGTCAAGGGA-3′; WRL-68 mtDNA: forward, 5′-TGCCAGCCACCATGAATATC-3′ and reverse, 5′-GGTGGGTAGGTTTGTTGA-3′; and *GAPDH*: forward, 5′-GGAAGGTGAAGGTCGGAG-3′ and reverse, 5′-GGCAACAATATCCACTTTACC-3′). Products were loaded onto a 1.5 % agarose gel, and after agarose gel electrophoresis, they were observed under ultraviolet light.

### 2.9. Fluorescence Analysis

To confirm the mitochondrial transfer, NK-92MI cells were labeled with MitoTracker Green, and the mitochondria of WRL-68 cells were labeled with MitoTracker Red CMXRos (Invitrogen). After transferring the mitochondria into NK-92MI cells by centrifugation, the cell nuclei were counterstained with 4′,6-diamidino-2-phenylindole (Sigma-Aldrich). Image analysis was performed using the Axiovert 200M fluorescence microscope (Carl Zeiss, Jena, Germany). Digital images were generated using the Axiovision SE64 Rel 4.9.1 software (Carl Zeiss).

### 2.10. Western Blot Analysis

The isolated mitochondria were heat treated at 95 °C for 7 min using the SDS-PAGE loading buffer (LPS solution, Daejeon, Republic of Korea). After separating the proteins by size using a 12% SDS-PAGE gel, they were transferred to PVDF membranes. The membranes were treated with 3% BSA for 1 h, in order to block non-specific interactions, and then incubated overnight at 4 °C with each of the following primary antibodies: anti-AIF (sc-13116), anti-cytochrome C (sc-13156), anti-PCNA (sc-56) (all from Santa Cruz Biotechnology Inc., Santa Cruz, CA, USA), anti-COX IV (#4844s), and anti-GAPDH (#2118s) (all from Cell Signaling Technology, Beverly, MA, USA). After washing with TBST, the membranes were incubated with horseradish peroxidase (HRP)-conjugated secondary antibodies, goat anti-mouse IgG (1:1000; Santa Cruz Biotechnology; sc-516102-CM), and goat anti-rabbit IgG (Santa Cruz; sc-2357). The expression of the target proteins was visualized using an enhanced chemiluminescence system (ECL component from Pierce Clarity and Western ECL Substrate; Bio-Rad Laboratories, Hercules, CA, USA) and LAS-4000 camera (Fuji Photo Film, Tokyo, Japan).

### 2.11. Statistical Analyses

All statistical analyses were performed using SigmaPlot 12.0 (Systat Software, San Jose, CA, USA). Significant differences between groups were evaluated using Student’s *t*-test. Data are expressed as the mean ± standard deviation, and statistical significance was defined as *p* < 0.05.

## 3. Results

### 3.1. Successful Mitochondrial Isolation and Transfer into NK-92MI Cells Confirmed by the In Vitro Expression of Mitochondrial Markers

First, we isolated mitochondria from normal human hepatocytes (WRL-68 cells). We selected these donor cells since their ATP content was 5.2-fold higher than that of NK-92MI cells (Figure S1). The protein concentration in the isolated mitochondria was 148 µg/1 × 10^7^ cells (Figure S2A). To determine whether the function of the isolated mitochondria was maintained, we measured their ATP content. The results showed that the ATP content increased in proportion to the mass of mitochondria (10, 20, 30, and 40 µg), confirming their functionality (Figure S2B). In addition, the identity and purity of the isolated mitochondria were evaluated using two methods: flow cytometry and Western blotting (Figure S2C,D). Flow cytometry analysis using MitoTracker-FITC and TOMM20-APC showed that 94% of the mitochondria were double positive, indicating that 94% of them did not rupture during isolation (Figure S2C). Following the Western blot assay results, mitochondrial markers (AIF, COX IV, and cytochrome C) were present, whereas the PCNA and GAPDH proteins were almost absent (Figure S2D).

Exogenous mitochondria were transferred into the NK-92MI cells by centrifugation, as described in a previous study [19]. The mitochondria from NK-92MI and WRL-68 cells were stained with the MitoTracker Green and Red CMXRos fluorescent dyes to detect the endogenous (green) and exogenous (red) mitochondria, respectively (Figure S2E). The mitochondria isolated from WRL-68 cells were transferred to NK-92MI cells, and the colocalization of the mitochondria from the two different sources was indicated using yellow dye (Figure S2E). The mitochondrial transfer to NK-92MI cells was also demonstrated by the expression of exogenous mtDNA (WRL-68 mtDNA) (Figure S2F). The PCR results showed that the number of mitochondria transferred into NK-92MI cells was dose-dependent (Figure S2F). Furthermore, the flow cytometry analysis revealed that the uptake efficiency of mitochondria was also dose dependent (Figure S2G). The linear regression results showed a relationship between the relative MFI values and the mitochondrial content (Figure S2H).

Furthermore, the centrifugal force during the transfer did not significantly alter the NK-92MI cell viability, cytotoxicity, or proliferation (Figure S3A–D). Collectively, the mitochondria isolation from WRL-68 cells was performed with almost no contamination by other localized proteins, and so the mitochondrial transfer to NK-92MI cells was confirmed.

### 3.2. Mitochondrial Transfer Increased the Proliferative Capacity of NK-92MI Cells

We investigated the proliferative capacity of the NK-92MI cells every 24 h, following the transfer of different amounts of mitochondria (0, 0.05, 0.5, and 5 µg of protein). The cells that received mitochondria reached a stationary phase earlier than the control cells, and a significant difference was observed after 2 days (Figure 1A). The WST assay was performed 48 h after mitochondrial transfer, and the results of each mitochondrial transfer group presented significant dose-dependent differences (*p* < 0.05, *n* = 9) compared to those of the control group (Figure 1B). In the 5 µg group, the dose-dependent difference was 1.2-fold higher than that in the control group (Figure 1B). We also confirmed that mitochondrial transfer did not result in a significant change in cell viability within 48 h of the transfer (Figure 1C). Then, we investigated the relationship between the increased cell proliferative capacity due to mitochondrial transfer and cell cycle progression. Compared to the cell cycle phase in the control cells, the NK-92MI cells that received mitochondria shifted from the G0/G1 phase to the S phase (Figure 1D). In addition, the Ki-67 intracellular staining results showed that NK-92MI cell proliferation increased after the mitochondrial transfer (Figure 1E,F). Collectively, these findings suggest that mitochondrial transfer regulates the proliferation of NK92-MI cells.

### 3.3. Mitochondrial Transfer Increased the Cytotoxic Ability of NK-92MI Cells

We evaluated the changes in the cytotoxic ability of the NK-92MI cells post mitochondrial transfer. Cells retained their cytotoxic ability 48 h after the mitochondrial transfer. Moreover, the cells in the mitochondrial treatment group showed significantly higher cytotoxicity against K562 cells than the control group cells, and this cytotoxicity was dose-dependent (Figure 2A,B). In addition, after mitochondrial transfer, NK-92MI cells showed strong CD107a degranulation activity in response to K562 cells (Figure 2C,D). Accordingly, in the 5 µg group, the secretion of granzyme B and perforin increased by 2.7- and 4.1-fold, respectively (Figure 2E,F). In the presence of K562 cells, NK-92MI cells showed a relatively weak response, releasing low amounts of TNF-α (Figure 2G), whereas the NK-92MI cells treated with mitochondria produced 5-fold higher levels of IFN-γ than the control group cells (Figure 2H). A significant change in the TNF-α level was only observed in the case of the transfer of 5 µg of mitochondria (Figure 2G). In addition, no significant difference in the cellular phenotype was observed 48 h after mitochondrial transfer (Figure 2I,J). Next, we investigated the direct killing activity of NK-92MI cells that received mitochondria against various solid tumors. The lysis activity of the mitochondrial treatment group cells was significantly higher (1.3- and 1.6-fold compared to OVCAR-3 and HCT-116 cells, respectively) than that of the control group cells (Figure 3). These groups of cells also showed different lysis rates for A549 and MCF-7 cells compared to those of the control group cells; however, this difference was not significant (Figure 3).

### 3.4. The Transferred Allogeneic Mitochondria and Their Effects Are Eliminated over Time

To confirm the persistence of their proliferative/cytotoxic capacity, the NK-92MI cells treated with mitochondria were sub-cultured for five passages every 48 h. The PCR results showed that the transferred exogenous mitochondria in the NK-92MI cells were eliminated after passage 3 (approximately 100–150 h) (Figure 4A). Notably, the proliferative and cytotoxic abilities of the NK-92MI cells treated with mitochondria were also significantly reduced after passage 3, and did not differ from those of the control group (Figure 4B,C). We also confirmed the stability of the transferred mitochondria in both cell types (NK-92MI and primary NK cells) by image analysis (Figure S4). After transferring green fluorescent mitochondria (Mito-GFP) into the target cells, we tracked them during the culture process. The results confirmed that the fluorescence was maintained for up to 8 days.

### 3.5. Transfer of Mitochondria into Primary NK Cells Enhances their Killing Activity

Finally, we investigated whether mitochondrial transfer is applicable to clinical studies. Primary NK cells isolated from human blood were confirmed to be cytotoxic 48 h after isolation (immediately, because they were not activated). Primary NK cells were incubated with exogenous mitochondria. The mitochondrial transfer into primary NK cells led to a higher killing activity against K562 cells compared to that of the control cells, as evidenced by their enhanced cytotoxic capacity (Figure 5).

## 4. Discussion

The immune surveillance capacity of NK cells is closely related to the number and activity of the endogenous mitochondria [20]. We demonstrated that transferring exogenous allogeneic mitochondria to NK cells can increase their immune activity. The transfer of exogenous mitochondria to NK cells promotes their proliferation and anticancer activity. Therefore, NK cells with an increased anticancer ability can be produced in a short period of time by mitochondrial transfer, without the need for a 2-week culture.

Recently, we demonstrated that impaired cellular energy metabolism can be repaired by the transfer of foreign mitochondria into cells [19]. After the transfer of healthy exogenous mitochondria, the proliferation of mtDNA-damaged ρ^0^ cells was restored [19]. Similarly, the proliferative capacity of NK cells treated with exogenous mitochondria was improved in a dose-dependent manner (Figure 1). In addition, as the proliferation rate of NK cells increased, the glucose consumption and lactic acid production in the medium increased rapidly. Therefore, we demonstrated that NK cell proliferation and ATP synthesis could be improved by exogenous mitochondrial transfer without the need for culture with cytokines.

The anticancer effect of NK-92MI cells increased in a dose-dependent manner after mitochondrial transfer (Figure 2). The cell anticancer effect did not increase immediately after mitochondrial transfer, but gradually increased over time. In addition, this effect differed to some extent depending on the type of target cell. However, the killing ability of NK-92MI cells treated with mitochondria proved to be effective not only against hematological cancer cells (K562) but also against solid tumor cells (Figure 3).

The problem with chimeric antigen receptor T-cell therapy, an anticancer immune cell therapy, is that side effects, such as an excessive cytokine storm, can persist for a long time in the body [20]. In addition, culturing or activating NK cells using cytokines is problematic because NK cells undergo apoptosis due to excessive stimulation. In the case of mitochondrial-enriched NK-92MI cells, no change in cell viability was observed, depending on the amount of mitochondria transferred (Figure S3), and the exogenous mitochondria were eliminated approximately 8 days after the transfer (Figure S4). Simultaneously, cell proliferation and the cell anticancer effects were restored to pre-mitochondrial transfer levels. As a result, mitochondria-enriched NK cells naturally returned to their original state after a week.

NK cell receptors play an important role in regulating NK cell activity [21]. When NK cells are cultured using cytokines, such as IL-2, IL-12, and IL-15, the expression of the activation receptors increases. The proliferation and activity of NK cells are enhanced by external signals. However, when exogenous mitochondria were transferred into cells, no changes in the activation receptors of the NK cells were observed (Figure 2). Therefore, the anticancer effect of mitochondria-enriched NK cells is due to an increase in the metabolic activity inside the cell, rather than an external signal. Conversely, if the number of mitochondria or their function decreases, the anticancer effect is also reduced.

As mentioned in previous studies, cell function enhancement is associated with mitochondrial states [22,23]. Although it is unclear how, the mitochondrial states may be improved via induction of mitochondrial biogenesis or fusion after mitochondrial transfer [24,25]. The artificial and natural transfer of mitochondria improves the function of normal and damaged cells [18,26,27,28]. These phenomena may explain the changes in cell metabolism associated with the mitochondria. First, studies have shown that mitochondrial transfer changes OXPHOS activity and ATP production [29,30]. The cytotoxicity and proliferation of NK cells involve the production of cytolytic granules and proliferative factors, respectively, which require a lot of ATP [8,31,32,33]. Our results suggest that an increased rate of ATP synthesis due to the transfer of mitochondria enhances NK cell functions, such as their killing activity, the release of cytokines and granules, and the cell cycle. Second, studies have reported that the changes in the mTOR signaling pathway mechanism induced by mitochondria are closely related to cell metabolism and the immune response [34,35,36]. In an mTOR inhibition model, the function and proliferation of NK cells decreased remarkably [35]. In addition, the hyperactivation of mTOR signaling leads to a decrease in NK cell function due to the mitochondrial fragmentation caused by autophagy [28]. Hence, we suggest that mitochondrial transfer might trigger an optimum regulation of the mTOR signaling pathway.

Gene set enrichment analysis (GSEA) using RNA-seq data also supports this observation at the transcriptome level (Figure S5). 

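NK-92MI cells, a human natural killer cell line, were compared with and without mitochondria from WRL-68 cells, the donor line that the paper calls normal human hepatocytes. Gene expression was measured in 3 control samples and in 3 samples that had received 5 µg of mitochondria by centrifugation. The paper's text calls these RNA-seq data and cites them as Figure S5, whereas the sample labels name Affymetrix arrays and the list of supplements gives expression profiling as Figure S6. The time from transfer to harvest is not given in the paper's text, and neither the text nor the labels say whether the replicates were separate cultures. According to the labels, the authors summarized the arrays by RMA in Affymetrix Power Tools, so that each value is the log2 intensity of 1 exon-level probe set on 1 array. Of 352859 probe sets, 259224 named a single gene, and each of 22260 genes was represented by its probe set with the highest mean over the 6 arrays. A median of 10 probe sets named each gene. The 95th percentile of 367 olfactory receptor genes, which served as the background, was 6.59 on the log2 scale, and 16006 genes (71.9%) had a higher mean. A mean above this level does not show expression by the cells. It was also reached by 18 of 24 measured hepatocyte markers and 17 of 23 epithelial markers. The brightest probe set was picked from few for olfactory receptor genes such as OR10H5, OR52W1 and OR6T1 (3, 3 and 2), and from more for most genes. The 13 genes encoded by mitochondrial DNA had no probe set naming them alone and were not analysed here. Across genes, which are not independent replicates, Pearson's r was 0.981 to 0.983 between control arrays, 0.969 to 0.972 between transfer arrays and 0.961 to 0.964 between the groups. The median SD per gene was 0.187 among controls and 0.236 after transfer, and the number of arrays limits the precision of every value. Genes were tested with limma and lists of genes, fixed before the data were examined, with limma's camera at a preset correlation of 0.01, in both cases with Benjamini-Hochberg adjustment and a threshold of 0.05.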

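Of 46 measured genes of the mTORC1 pathway, 1 was higher after mitochondrial transfer and none was lower, over all genes and adjusted over the list alone. This gene was DDIT4, which encodes a stress-induced inhibitor of mTORC1. Its log2 intensity was 10.16 ± 0.48 (SD, n = 3) in control cells and 11.60 ± 0.02 (SD, n = 3) after transfer, a difference of 1.44 (standard error 0.24, adjusted p = 0.0353), and its 8 other probe sets were all higher. Among 37 measured genes of the list of mTORC1 and MYC metabolic targets, DDIT4 and the hexokinase gene HK2 were higher and none was lower. The count was the same when adjusted over the list alone. DDIT4, counted in both lists, is not itself a metabolic enzyme gene, and HK2 also belongs to the list of hypoxia targets. At an unadjusted p under 0.05 in limma, 4 genes of the pathway were higher and 3 lower, and of its metabolic targets 6 were higher and 4 lower. Neither list passed the camera test (adjusted p = 0.737 for each). Their median log2 differences were −0.02 and 0.01, and the test's direction was down for both, so that it differed in sign from the median of the metabolic targets. With the mean of each gene's probe sets, the pathway list passed the test with a negative direction (adjusted p = 0.0400). DDIT4 passed the test in 1 of 6 fits with 1 array left out (highest adjusted p = 0.149). The arrays measure mRNA and not the activity of mTORC1, so a change in its signalling was not tested here.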

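Of 95 measured genes of Toll-like receptor signalling, JUN and IL1B were higher after mitochondrial transfer and none was lower, over all genes and adjusted over the list alone. JUN encodes a subunit of the transcription factor AP-1, and its log2 intensity was 8.39 ± 0.13 (SD, n = 3) in control cells and 9.60 ± 0.22 (SD, n = 3) after transfer (difference 1.21, standard error 0.16, adjusted p = 0.0164). Both other probe sets of JUN were higher as well. IL1B, which encodes the proinflammatory cytokine interleukin-1β, rose by at least 4.13 on the log2 scale (adjusted p = 0.000416) on its brightest probe set, where no control array was above background, while the median difference of its 13 other probe sets was −0.44. Of 148 measured genes of JAK-STAT signalling, the receptor genes IL3RA and IL13RA2 and the transcription factor gene STAT6 were higher and none was lower. Adjusted over the list alone, 4 were higher, the fourth being IL11RA, which is named because its value was seen. The differences were 1.84 for IL3RA and 1.15 for STAT6 (adjusted p = 0.00783 and 0.0421), and none is given for IL13RA2 (adjusted p = 0.0188), as both group means lay at background. The median differences of their other probe sets were −0.22 for IL3RA, 0.08 for IL13RA2 and −0.09 for STAT6. IRAK1, a kinase downstream of the receptors, had a log2 difference of −0.58 (adjusted p = 0.0797). The interferon gene IFNA10, one of those shown in Figure S6, did not pass (adjusted p = 0.190) with values at background, and IFNA13 had no probe set naming it alone. At an unadjusted p under 0.05 in limma, 10 genes of the Toll-like receptor list were higher and 11 lower, and of the JAK-STAT list 13 were higher and 16 lower. With trend and robust in limma, the adjusted counts were 2 higher and 4 lower in the former and 5 higher and 3 lower in the latter.

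Neither list passed the camera test, with an adjusted p of 0.609 for Toll-like receptor signalling and 0.618 for JAK-STAT signalling. The direction of the test was down for both lists. The median log2 difference of the Toll-like receptor list was −0.03 and its mean was 0.06, and those of the JAK-STAT list were 0.00 and 0.02, so that the means and the test differed in sign. Members above background had median differences of −0.08 and −0.07, and members at background had medians of 0.13 and 0.15. In preranked enrichment on the signal-to-noise ratio, the direction of both lists was up (adjusted p = 0.278 and 0.615). JUN passed the test in 2 of 6 fits with 1 array left out (highest adjusted p = 0.0855), IL13RA2 in 3 (0.0953) and STAT6 in 1 (0.158).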

Based on these results, it can be concluded that the cytotoxicity and immune sensitivity of NK-92MI cells increased by upregulating gene expression in the Toll-like receptor and JAK-STAT signaling pathways (Figure S5C,D). Interestingly, the observation that exogenous mitochondria upregulated glycolysis genes but downregulated OXPHOS genes suggests that there may be a balance between energy efficiency and productivity that is being optimized by the cell (Figure S5E,F). 

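As groups, genes of core glycolysis were higher and genes of oxidative phosphorylation lower after mitochondrial transfer, in tests that did not pass with an estimated correlation. Of 22 measured genes of core glycolysis, HK2 and the glucose transporter gene SLC2A3 rose and none fell, with 9 higher and none lower when adjusted over the list alone. HK2, which encodes the hexokinase that phosphorylates glucose, went from a log2 intensity of 9.93 ± 0.19 (SD, n = 3) to 10.95 ± 0.21 (SD, n = 3), and 18 of its 19 other probe sets were higher (difference 1.02, standard error 0.17, adjusted p = 0.0361). SLC2A3 went from 10.67 ± 0.23 (SD, n = 3) to 11.80 ± 0.08 (SD, n = 3), and its 8 other probe sets were all higher (difference 1.13, standard error 0.16, adjusted p = 0.0188). PGK1 and LDHA, a glycolytic kinase and the lactate dehydrogenase subunit, had log2 differences of 0.61 and 0.50 (adjusted p = 0.0872 and 0.131).

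The core list passed the camera test with a positive direction (adjusted p = 0.00265, median log2 difference 0.26). With an estimated correlation, its adjusted p = 0.432, and in preranked enrichment it was 0.430, whereas with the median of probe sets, chosen after seeing the data, the list passed (adjusted p = 9.94e-08, median 0.48). The wider list of glycolysis and gluconeogenesis, with 61 measured genes, had 39 positive and 22 negative differences, a median of 0.10 and an adjusted p = 0.0634. HK2 was its only gene past the threshold, over all genes and over the list alone, and at an unadjusted p under 0.05 in limma 16 genes were higher and 1 was lower. Without control replicate 3 the wider list passed the test (adjusted p = 0.0247), whereas without control replicate 2 its median was 0.05 (adjusted p = 0.135), and with the mean of each gene's probe sets it passed with a median of 0.013 (adjusted p = 0.0394). ACSS2, an acetyl-CoA synthetase gene shown in Figure S6, had a difference of 0.57 (adjusted p = 0.241) on its brightest probe set and a median of −0.23 on the others. LDHAL6B, shown there too, was at background and did not pass (adjusted p = 0.564).

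Of 113 measured genes of oxidative phosphorylation, 86 had negative and 27 positive differences, and the list fell with a median log2 difference of −0.20 (camera adjusted p = 0.000111). With an estimated correlation, its adjusted p = 0.495, and with fry it was 0.198. The median was −0.12 without transfer replicate 1 and −0.11 after cyclic loess, which raised the median of all genes to 0.07. No single gene of the list passed the limma test, over all genes or adjusted over the list alone, while at an unadjusted p under 0.05 there were 14 lower and 0 higher genes, and with trend and robust 1 lower gene. HK2 passed the test in 1 of 6 fits with 1 array left out (highest adjusted p = 0.144) and SLC2A3 in 2 (0.0939). From the opposite directions of the glycolysis and oxidative phosphorylation genes, the paper proposes that there may be a balance of energy efficiency and productivity that the cell optimizes.

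**Figure D1:**
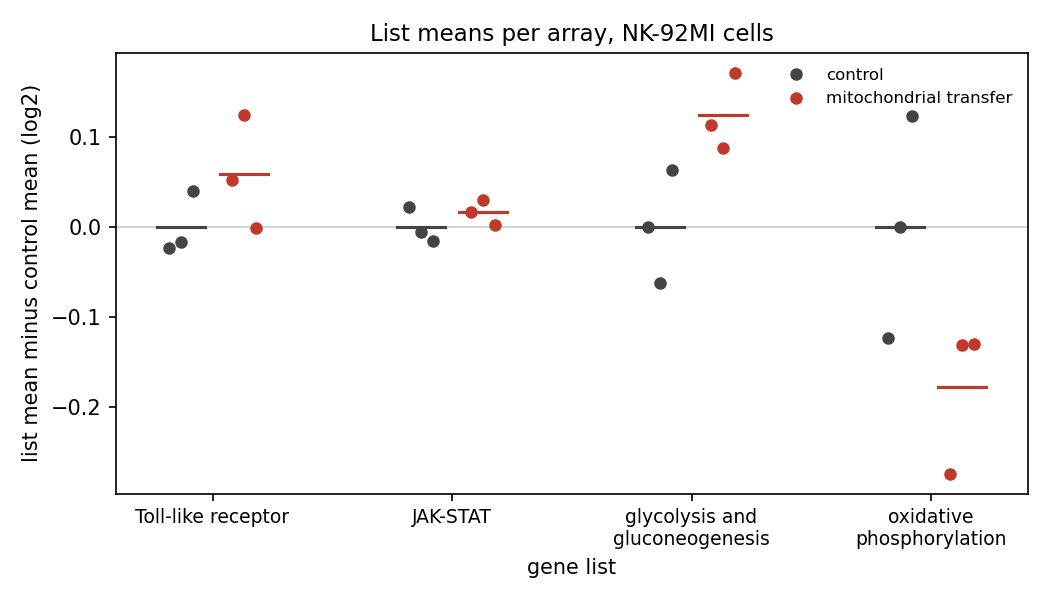
Mean log2 intensity of the genes of each list on each array, minus the mean of the 3 control arrays, for 4 gene lists along the horizontal axis. Points are arrays and lines are group means. For oxidative phosphorylation, the list means were 9.35, 9.47 and 9.59 in the controls and 9.19, 9.34 and 9.34 after transfer.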

One possibility is that the proportion of active versus inactive NK cells may play a role in this regulation. It is known that Glycolysis is more critical than OXPHOS for NK-receptor-activated cytotoxicity [8]. We observed that both pathways were upregulated at the protein level, but the transcriptomic level of OXPHOS was relatively downregulated. It is possible that the activation of NK cell function was acquired independently of the gene transcription involved in the OXPHOS pathway. This activation may be due to either sufficient protein abundance in OXPHOS, or other unknown mechanisms that altered the overall signal strength between protein and RNA levels in response to the proportion of active and inactive NK cell populations that already existed.

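Lists of oxidative phosphorylation complexes also had lower transcript levels, in tests that did not pass with an estimated correlation. Complexes II to IV were tested only as 1 list. Of 15 genes of ATP synthase, 14 had negative differences, and the median log2 difference was −0.30. Of 35 measured genes of complex I, 27 were negative with a median of −0.20, and of 33 of complexes II to IV, 25 were negative with a median of −0.19. The 3 lists fell in the camera test (adjusted p = 0.0011, 0.00371 and 0.0178). With an estimated correlation, adjusted p = 0.432, 0.432 and 0.620. Splits of the arrays that mixed the groups gave smaller unadjusted camera p-values than the real split. The smallest were 0.000243, 1.38e-05 and 1.98e-05, against 0.000296, 0.00118 and 0.00739 for the real split. Named members did not pass the limma test. The complex I genes NDUFB11 and NDUFA6 had differences of −0.77 and −0.51 (adjusted p = 0.157 and 0.182), although the median of the other probe sets of NDUFA6 was −0.09. The ATP synthase genes ATP5MC1 and ATP5F1D had differences of −0.62 and −0.55 (adjusted p = 0.165 and 0.198), and UQCRB of complex III had −0.44 (adjusted p = 0.262). Among genes shown in Figure S6, NDUFA3 had a difference of −0.10, COX7C of −0.19 and ATP6V0D1 of −0.19 (adjusted p = 0.734, 0.575 and 0.563). The vacuolar ATPase, whose genes belong to the same list of oxidative phosphorylation, did not pass the test (15 of 24 genes negative, median −0.13, or −0.032 without control replicate 3, −0.070 without transfer replicate 1 and −0.080 without transfer replicate 2, adjusted p = 0.251). Its gene ATP6V0E2 had a difference of −0.66 (adjusted p = 0.151). Genes of the list mitochondrial ribosome and translation fell as a group, with 68 of 86 negative and a median of −0.15 (adjusted p = 2.82e-05; adjusted p = 0.40 with an estimated correlation). Its median was −0.085 with quantile normalization and −0.064 after cyclic loess and −0.25 with the median of probe sets, chosen after seeing the data (adjusted p = 2.27e-07), where it passed each time, and with fry it did not pass (adjusted p = 0.0609). MRPS33 and MRPL38 were lower by the limma test, over all genes and adjusted over the list alone, with differences of −1.10 and −0.80 (adjusted p = 0.0334 and 0.0479). Of 36 measured genes of mitochondrial biogenesis and dynamics, 21 were negative (median −0.08, adjusted p = 0.0618), and with the mean of each gene's probe sets the list passed downward (adjusted p = 0.0124). The call for complexes II to IV was lost without control replicate 3 (adjusted p = 0.189) and without transfer replicate 1 (adjusted p = 0.212, median −0.07), and with fry and in preranked enrichment (adjusted p = 0.365 and 0.278). The medians of complex I and complexes II to IV were −0.11 and −0.10 after cyclic loess and −0.13 and −0.12 with quantile normalization, and with fry complex I and ATP synthase did not pass (adjusted p = 0.177 and 0.0922). MRPS33 passed the test in 1 of 6 fits with 1 array left out (highest adjusted p = 0.143) and MRPL38 in 0 (0.184).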

Further studies are needed to investigate whether the primary NK cells isolated from peripheral blood also exhibit anticancer activity against various solid cancer cells. Furthermore, whether mitochondria-enriched primary NK cells derived from peripheral blood naturally return to their original state needs to be confirmed in the future. Additionally, the mechanism by which the transferred mitochondria enhance the proliferation and killing ability of NK-92MI cells needs to be elucidated. Additionally, an important point to be considered is that the difference in cell anticancer effect according to the type of transferred mitochondria and the presentation of information on the donor of mitochondria should be supplemented.

## 5. Conclusions

In this study, we provide a concept at the in vitro level for the necessity of in vivo studies to accurately evaluate the toxicity of mitochondria-transferred NK cells to anticancer cells, and a general discussion of the results. Here, we demonstrated that the artificial transfer of allogenic mitochondria can improve the anticancer effect and proliferation of NK cells. When applying this strategy as an autologous NK cell therapy, we suggest transferring the mitochondria without additional cell culture. Moreover, we can combine this strategy with previous methods to expand and activate cells. Since this strategy leads to an increased cell proliferative capacity, the period of cell culture required to ensure a sufficient number of cells is produced can be shortened, and its associated cost can be lower. In addition, the results demonstrated that not only blood cancer cells, but also solid cancers, are affected by NK-92MI cells treated with mitochondria, suggesting that clinical trials are possible.

Furthermore, we demonstrated the functional changes in NK cells induced by exogenous mitochondrial transfer. The transfer of mitochondria with a relatively high ATP-producing ability into NK cells led to a mitochondrial function improvement. In addition, the mitochondrial transfer increased the proliferation of NK cells and enhanced their cytotoxicity. Collectively, mitochondrial transfer can be used to enhance NK cell activity in a short period and can be used as a novel therapeutic strategy for clinical application.

## Figures and Tables

**Figure 1:**
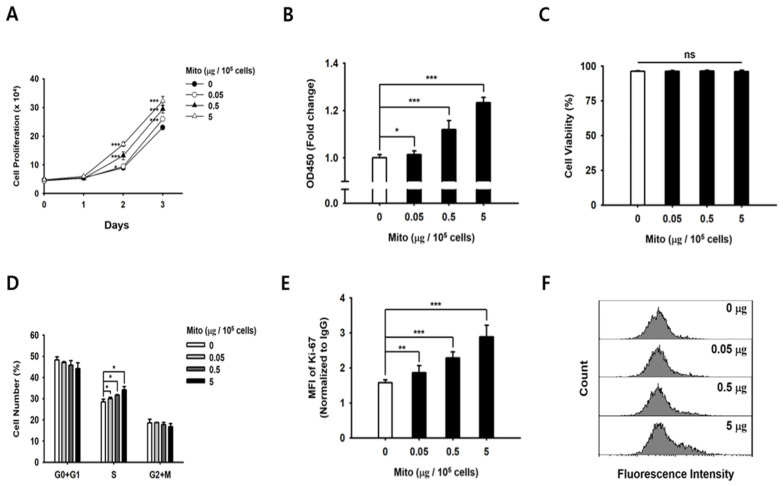
The NK-92MI cells that received mitochondria had an enhanced proliferative capacity. (**A**) Cell proliferation curve based on the data obtained every 24 h. (**B**) The WST assay results obtained 48 h after mitochondrial transfer. (**C**) Cell viability, 48 h after mitochondrial transfer. (**D**) Cell cycle analysis results, 48 h after mitochondrial transfer, presented as the % of cells in the G0/G1, S, and G2/M phases. (**E**) The mean fluorescence intensity of the Ki-67 intracellular staining of cells, 48 h after mitochondrial transfer. (**F**) Profile of FACS data of (**E**). Data are presented as the mean ± standard deviation, *n* = 9 (**A**–**C**,**E**–**F**) or *n* = 3 (**D**), * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. ns, not significant.

**Figure 2:**
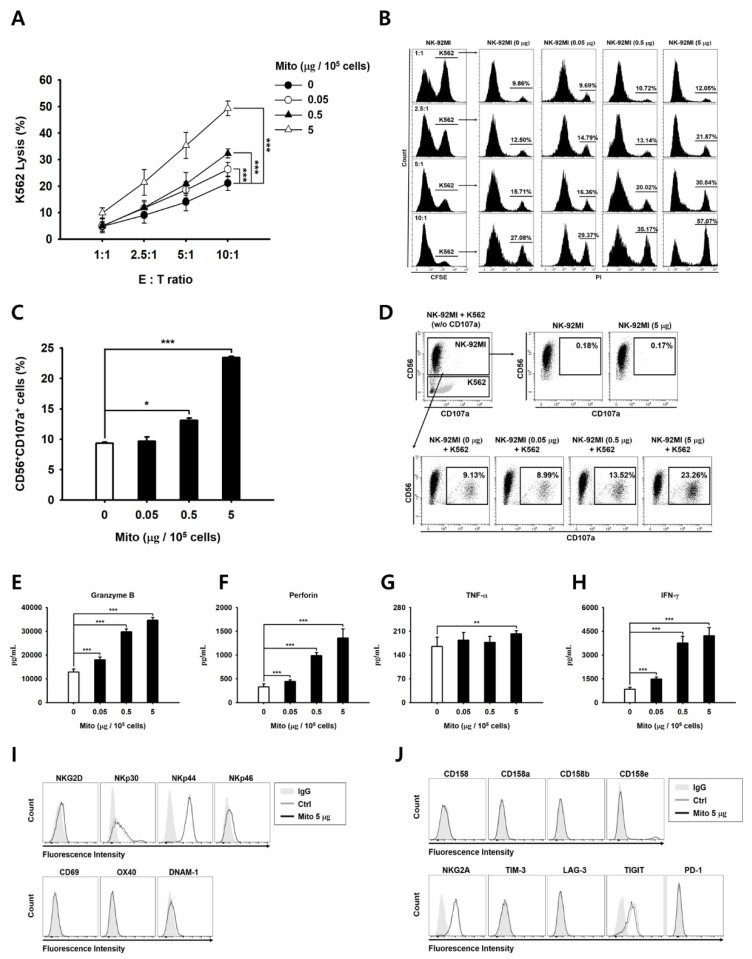
Mitochondrial transfer increased the in vitro cytotoxic capacity of NK-92MI cells against K562 cells. All the NK-92MI cells treated with mitochondria were cultured for 48 h. (**A**) Cytotoxicity assay was performed by analyzing the specific lysis of K562 cells after 4 h of co-incubation with NK-92MI cells. (**A**) Representative graph showing the lysis activity at several effector-to-target (E:T) ratios, 1:1, 2.5:1, 5:1, and 10:1, presented as the % of PI-positive cells. (**B**) Profile of FACS data of (**A**). (**C**) The CD107a degranulation assay was performed by incubating NK-92MI cells with the same number of K562 cells for 2 h; results are presented as the % of CD56-positive cells. (**D**) Profile of FACS data of (**C**). (**E**) Levels of granule granzyme B. (**F**) Perforin and cytokines ((**G**) TNF-α and (**H**) IFN-γ) in the supernatant of the NK-92MI cells co-cultured with K562 cells for 4 h. Phenotypic analysis of NK-92MI cells 48 h after mitochondrial transfer. (**I**) The levels of activating receptor and (**J**) inhibitory receptor were analyzed using flow cytometry. Data are presented as the mean ± standard deviation, *n* = 9 (**A**,**B**,**E**–**H**) or *n* = 3 (**C**,**D,I**,**J**), * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 3:**
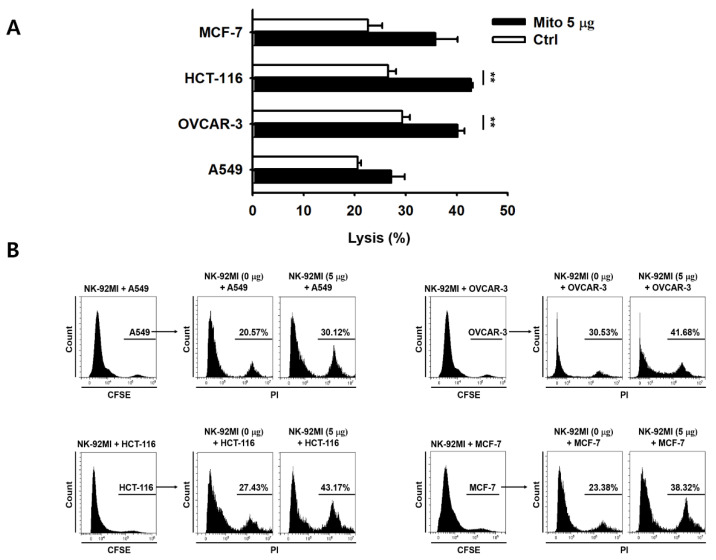
The killing activity of NK-92MI cells against various solid tumor cells was enhanced after mitochondrial transfer. Cells of adenocarcinoma of the breast (MCF-7), carcinoma of the colon (HCT-116), adenocarcinoma of the ovary (OVCAR-3), and carcinoma of the lung (A549) were used. (**A**) Representative bars showing the lysis activity against various solid tumor cells (T) after 4 h of co-incubation (E:T ratio = 10:1) with mitochondria-transferred NK-92MI cells (E), presented as the % of PI-positive cells. (**B**) Profile of FACS data of (**A**). Data are presented as the mean ± standard deviation, *n* = 3, ** *p* < 0.01.

**Figure 4:**
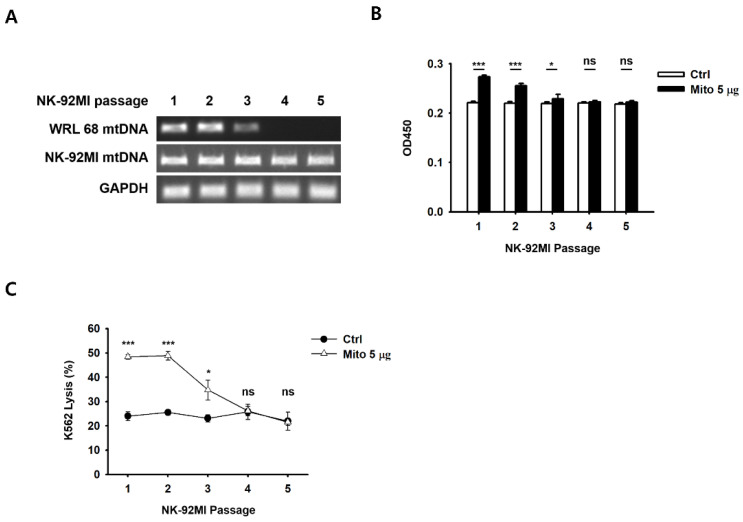
The transferred mitochondria (WRL-68 mtDNA) were eliminated from the recipient cells after a certain amount of time, as demonstrated by (**A**) the PCR results for the mitochondrial DNA obtained from the sub-cultures. NK-92MI cells were sub-cultured every 48 h, and reached an approximate confluence of 70–90%. (**B**) WST assay results demonstrating the cell proliferative capacity. (**C**) Specific lysis results demonstrating the cell cytotoxic capacity. Data are presented as the mean ± standard deviation, *n* = 9 (**B**) or *n* = 4 (**C**), * *p* < 0.05, *** *p* < 0.001. ns, not significant.

**Figure 5:**
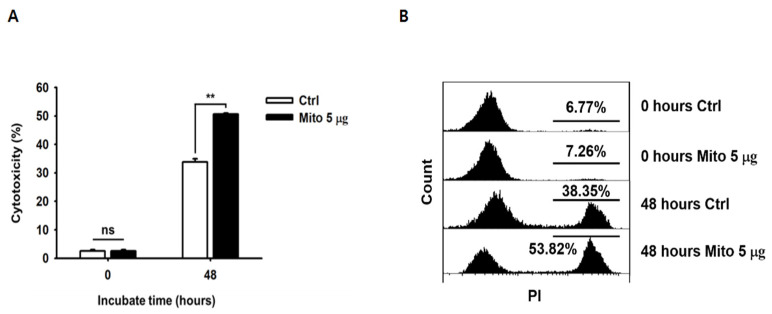
The in vitro killing activity of primary NK cells treated with mitochondria against tumor cells was enhanced. Representative bars showing specific lysis of K562 cell after co-incubation (E:T ratio =1:1) for 4 h with primary NK cells, presented as the % of PI-positive cells. (**B**) Profile of FACS data of (**A**). Data are presented as the mean ± standard deviation, *n* = 3, ** *p* < 0.01.

## Data Availability

The data presented in this study are available within the article or Supplementary Material.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers15123225/s1, Figure S1: Comparison of the ATP contents of NK-92MI and WRL-68 cells; Figure S2: Characterization of the mitochondria isolated from WRL-68 cells; Figure S3: The enhancement of the anticancer ability of NK-92MI cells is independent of centrifugal stimulation or the presence of damaged mitochondria; Figure S4: Phenotypic analysis of NK-92MI cells 48 h after mitochondrial transfer; Figure S5: Stability of the transferred mitochondria; Figure S6: Changes in gene expression profiling of NK-92MI cells after mitochondrial transfer.

# Supplementary material for: Enhancement of the Anticancer Ability of Natural Killer Cells through Allogeneic Mitochondrial Transfer
**Source:** Cancers (Basel). 2023 Jun 17;15(12):3225. doi: 10.3390/cancers15123225
**Supplement:** Supplementary file 1

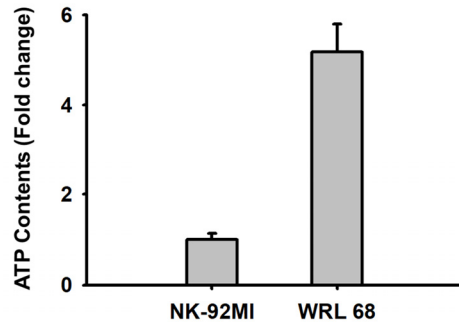

Figure S1. Comparison of the ATP contents of NK-92MI and WRL-68 cells.

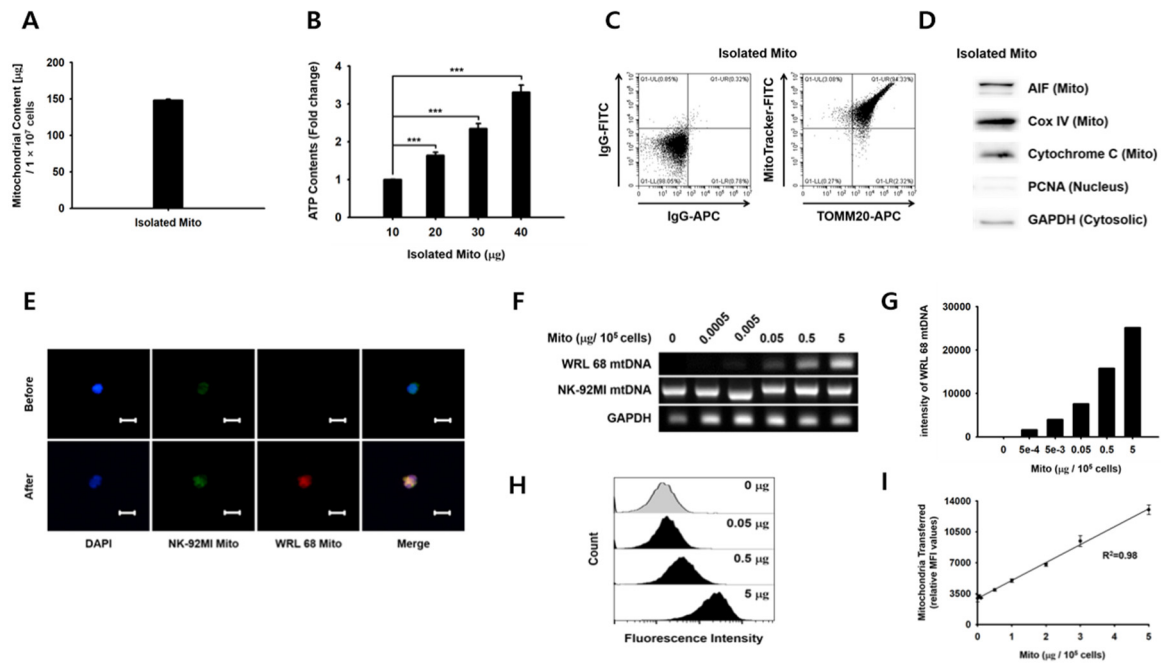

Figure S2. (A–I) Characterization of the mitochondria isolated from WRL-68 cells.

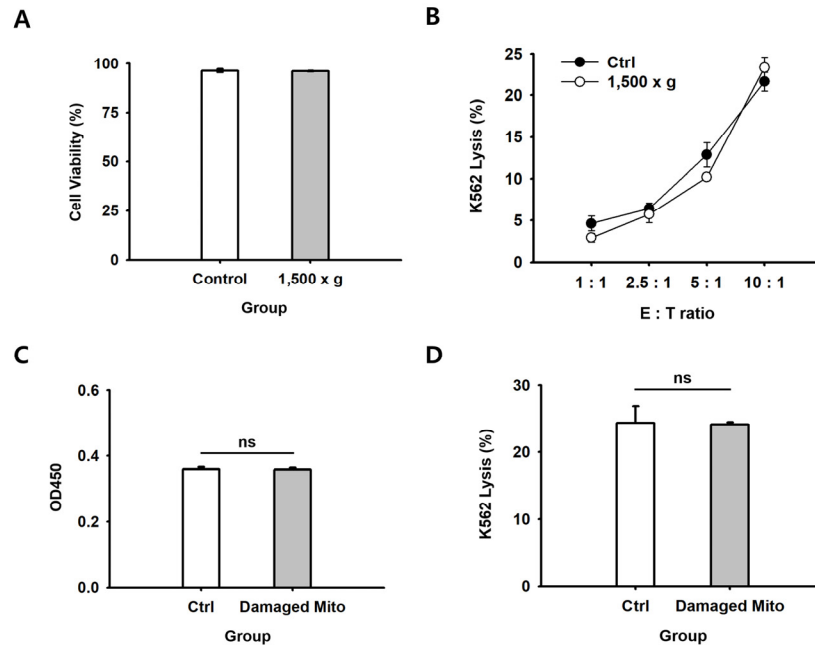

Figure S3. (A–D) The enhancement of the anticancer ability of NK-92MI cells is independent of centrifugal stimulation or the presence of damaged mitochondria.

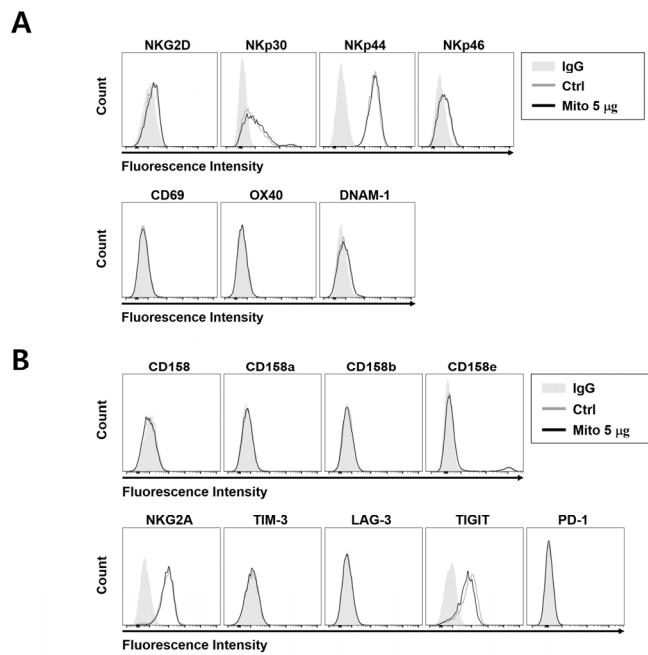

Figure S4. (A,B) Phenotypic analysis of NK-92MI cells 48 h after mitochondrial transfer.

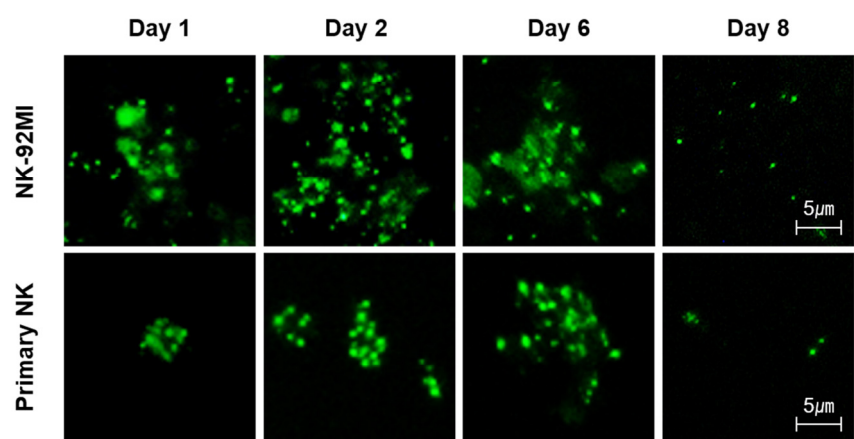

Figure S5. Stability of the transferred mitochondria.

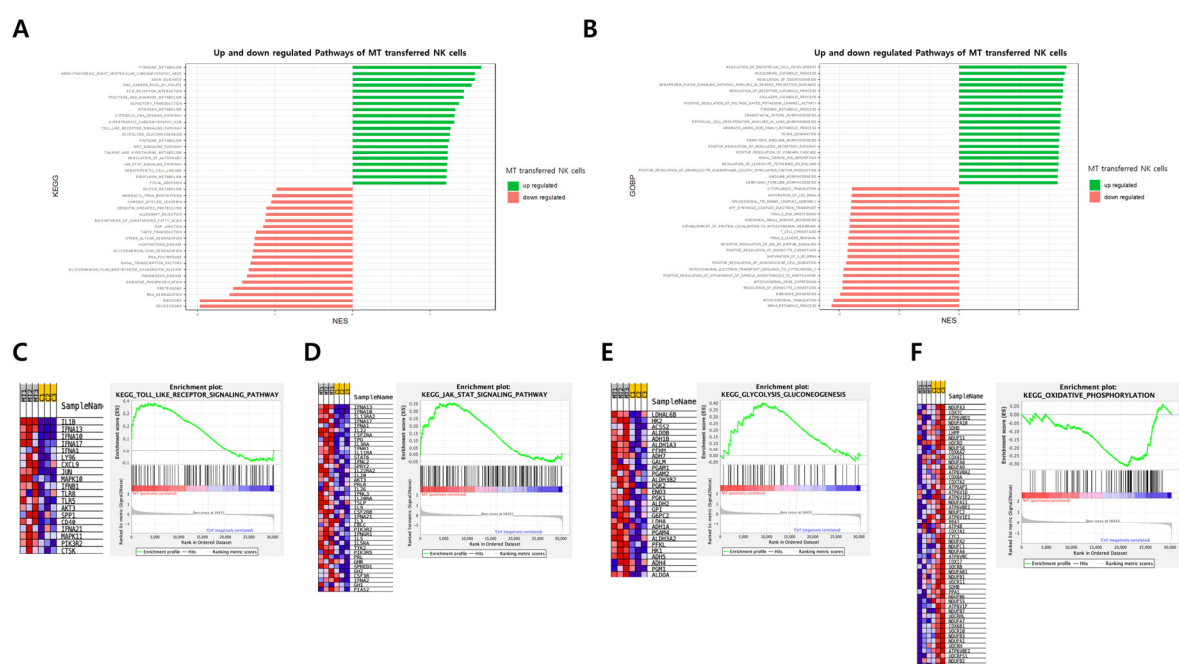

Figure S6. (A-F) Changes in gene expression profiling of NK-92MI cells after mitochondrial transfer.

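After mitochondrial transfer, 388 of 22260 genes were higher and 52 were lower at an adjusted p under 0.05 from limma. At an unadjusted p under 0.05, 2362 were higher and 1628 lower, but 1496 were higher and 2733 lower with the mean of each gene's probe sets. There were 188, 167 and 193 higher and 4, 1 and 4 lower genes without control replicates 1, 2 and 3, 287, 207 and 230 higher and 60, 13 and 21 lower without transfer replicates 1, 2 and 3, 154 and 4 with a block on replicate number, 53 and 18 with the mean of probe sets and 750 and 326 with trend and robust. Of the 388 higher genes, 81 had a control mean at background and 20 had both means there. PLXNB2, a semaphorin receptor gene, and SLC22A8, an organic anion transporter gene, rose by at least 6.59 and 5.27 on the log2 scale (adjusted p = 4.06e-05 for each), against control means at background. TNC, which encodes the matrix protein tenascin-C, rose by 5.20 (adjusted p = 4.06e-05). The 3 rises are those of the brightest probe set of each gene. The medians of the other probe sets were −0.11, 0.11 and 0.03, with 12 of 29, 11 of 18 and 17 of 33 of them higher. Of 107 genes that were higher by over 2 on the log2 scale, 43 of them with a control mean at background, and had at least 3 other probe sets, 99 had a median difference under 0.5 on those. Lower genes included the nuclear receptor gene NR4A2 and the zinc finger gene ZNF132, with differences of −1.01 and −1.25 (adjusted p = 0.0264 and 0.0225) and medians of −0.86 and −0.33 on their other probe sets.

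Among the pathways of Figure S6A, lists of RNA and protein synthesis and turnover fell, in tests that did not pass with an estimated correlation. Median log2 differences were −0.20 for 56 measured cytosolic ribosomal protein genes, −0.21 for 103 spliceosome genes, −0.23 for 41 proteasome genes and −0.14 for 58 genes of RNA degradation (camera adjusted p = 0.000194, 2.17e-06, 0.000161 and 0.0141). The median of the cytosolic ribosomal proteins was −0.13 without control replicate 3 and −0.11 without transfer replicate 1, after cyclic loess and with quantile normalization, and that of the spliceosome, ribosome biogenesis and proteasome after cyclic loess was −0.12, −0.12 and −0.14, with −0.13 for the spliceosome with quantile normalization and for the ribosomal proteins with the median of probe sets, chosen after seeing the data. With fry the cytosolic ribosomal proteins and the proteasome did not pass (adjusted p = 0.158 and 0.0609). Ribosome biogenesis fell too, with 70 of 83 genes negative and a median of −0.21 (adjusted p = 2.18e-07). With an estimated correlation, adjusted p for these 5 lists was between 0.324 and 0.495. All genes drifted with brightness too, from a median difference of 0.09 in the dimmest decile to −0.07 in the brightest. With the median of probe sets the brightest decile was at −0.13, like the ribosomal proteins. For these, a split of the arrays that mixed the groups gave a smaller camera p (2.37e-06, against 4.27e-05), so a fall particular to that list is not shown. PSMA6, a proteasome subunit gene, was lower by the limma test (difference −0.92, adjusted p = 0.0432), and adjusted over the list alone 2 proteasome genes were lower, the other being PSMB10. In RNA degradation, 1 gene was higher, over all genes and adjusted over the list alone, namely the poly(A) polymerase gene TENT4B (difference 2.12, adjusted p = 0.00678), with a median of −0.32 on its 12 other probe sets. In the lists of ribosomal proteins, ribosome biogenesis and the spliceosome, no gene passed over all genes or over the list alone, and at an unadjusted p under 0.05 in limma 4, 20 and 11 genes were lower and 0, 0 and 1 higher. With trend and robust, 2, 5 and 4 of them were lower. RPL12, BOP1 and SF3B4, named from these 3 lists, had differences of −0.74, −0.73 and −0.51 (adjusted p = 0.125, 0.0563 and 0.0984), and the other probe sets of RPL12 had a median of 0.04.

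Of 32 measured genes of tyrosine metabolism, 4 were higher and none lower, with 5 higher when adjusted over the list alone. HPD and PNMT, which encode enzymes of tyrosine breakdown and adrenaline synthesis, rose by at least 2.17 against control arrays at background and by 1.56 (adjusted p = 0.000892 and 0.00496), DCT, an enzyme gene of melanin synthesis, by 1.65 (adjusted p = 0.0117), and the remaining gene was DBH. The medians of the other probe sets of HPD, PNMT and DCT were 0.00, 0.28 and −0.03. The list did not pass the camera test (adjusted p = 0.0789). Of 16 measured genes of the one-carbon folate pool, FTCD, a formiminotransferase gene, rose by at least 4.95 against control arrays at background (adjusted p = 4.06e-05), with a median of 0.07 on its other probe sets. No other gene of that list passed, over all genes or over the list alone, and the list did not pass the camera test (adjusted p = 0.274). Cytosolic DNA sensing had an adjusted p = 0.550, or 0.0303 with a negative direction with the mean of probe sets, and IL1B was its only gene past the threshold over all genes. Adjusted over the list alone, IL1B and AIM2 were higher and POLR3F and IKBKE lower. Of 367 olfactory receptor genes, 4 were higher, over all genes and adjusted over the list alone, namely OR10H5, OR52W1, OR6T1 and OR10A3, and the list had an adjusted p = 0.288. It passed upward with the mean of probe sets (adjusted p = 1.66e-05), in fry (0.0393) and in preranked enrichment (0.0108), and its direction was down after cyclic loess. The call for RNA degradation was lost after cyclic loess (adjusted p = 0.0932, median −0.049), with quantile normalization (0.0568, median −0.061), with fry (0.0550), in preranked enrichment (0.566) and with the median of probe sets, chosen after seeing the data (0.0520). In preranked enrichment the one-carbon list passed with a positive direction (adjusted p = 0.00907). With the mean of each gene's probe sets, 71 genes passed, and with 1 array left out PSMA6 and NR4A2 passed in 0 of 6 fits (highest adjusted p = 0.177 and 0.118), OR6T1 in 2 (0.107), and ZNF132 and DCT in 3 (0.109 and 0.0666), each lost without each control replicate.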

How the deposited data were processed for this re-analysis (not part of the article)

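Expression was measured on Affymetrix whole-transcript arrays in NK-92MI cells, in 3 control samples and 3 samples given 5 µg of mitochondria. Conditions and replicate numbers were taken from the sample labels. The values used were those processed by the authors, who according to the labels applied RMA in Affymetrix Power Tools, without a stated version, genome build or probe filter. The log2 values were made by the authors with RMA, which corrects background, normalizes probes by quantiles and summarizes each exon-level probe set. No further normalization was applied for the main results.

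Of 352859 probe sets, 13116 named several genes and 80519 named none, and both kinds were left out of the values per gene. Gene symbols were matched to current ones, with 1726 updated, 20529 already current and 65 unmatched. Each of 22260 genes took the probe set with the highest mean over the 6 arrays, and no filter on dim genes was applied. Background was the 95th percentile of the mean intensity of 367 olfactory receptor genes, at 6.59, and it describes signal without testing it. A rise from a control mean at background is given as at least the difference of the group means with each array's value raised to the background level where it lay below, with the adjusted p of limma on the measured values, and no difference is given where both means lay at background. IFNA13, KLRK1, KIR3DL1 and the 13 genes encoded by mitochondrial DNA had no probe set naming them alone and were not analysed here.

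Transfer was compared with control in limma 3.58.1 under R 4.3.3 by lmFit and eBayes, without trend or robust options, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The labels name no batch. The 42 gene lists covered pathways of Figure S6, natural killer cell functions, the cell cycle, mTORC1, mitochondrial upkeep, stress responses, markers of donor and other cells, and genes at background. They were written after public pathways from general knowledge and are not the KEGG sets themselves. The 41 lists with at least 3 measured genes were tested by camera, two-sided, at a preset correlation of 0.01. Counts of list members were also adjusted over the list alone. Camera with an estimated correlation, fry, and preranked enrichment on the signal-to-noise ratio in fgsea 1.28.0 with 10000 permutations of genes were run as alternatives. In that ratio, each group's SD was raised to a set share of the group's mean where it lay below. For most genes it lay below, as the median SD per gene was 0.187 among controls and 0.236 after transfer. The ratio therefore held little of the spread between replicates and gave dim genes more weight. Tables were read with data.table 1.17.8.

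Genes to be named were set by a rule before the data were examined. It took the 10 largest rises and 10 largest falls among genes above background that passed the threshold with the groups separated, the 3 members of each list with the smallest limma p, the first legible genes of the heat maps in Figure S6, and the genes of proteins the study measured. The text names a part of these, picked after their values were seen. IL11RA, PSMB10, DBH, H1-4, AIM2, POLR3F, IKBKE and OR10A3 fall outside that part and are named without values because a small count includes them.

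Other normalizations (quantile, cyclic loess, centring on medians), filters on dim genes, the mean of a gene's probe sets, trend and robust, array weights, a block on replicate number, each array left out in turn, the Student's t-test named in the statistics section, a threshold of 1.5-fold and single probe sets were tried, and the median of a gene's probe sets was added after seeing the data. All 10 splits of the 6 arrays into 3 and 3 were also fitted.

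The procedure was tested on simulated data with 22260 genes and the same number of arrays. Of 100 genes changed by 1 on the log2 scale 32 were recovered, of 100 changed by 2 there were 85, and 6 of 22010 unchanged genes were called. Values were drawn from normal distributions, independently for each gene, after 1 probe set per gene had been taken. The simulation thus left out the choice of the brightest probe set, rises of single probe sets and correlation between genes. It does not give the rate of false calls in the real data. The number of arrays limits the precision, and the depth of arrays is given only as signal over background.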

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

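The tests of the other probe sets of genes with large rises, and those of the hypoxia targets against single probe sets, intensity and donor RNA, were chosen only after the results were seen. Apart from the fall of oxidative phosphorylation genes, which the paper reports, the results below concern transcripts that the paper's text does not discuss, although it measured some of the proteins.

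Hypoxia targets rose as a group (adjusted p = 2.46e-10, median log2 difference 0.48; adjusted p = 0.324 with an estimated correlation). Single bright probe sets were argued against, since the list passed with the median of each gene's probe sets (adjusted p = 5.48e-14), and so was an intensity-dependent shift between the arrays as the whole cause, since it passed after cyclic loess (adjusted p = 2.79e-10). Carried-over RNA of the donor cells stays open: with any array left out the median was at most −0.0321 for epithelial markers of the donor cells and 0.0491 for hepatocyte markers, against at least 0.48 for the hypoxia targets, but this gap did not exceed the SD over the epithelial markers without transfer replicate 3 (0.54, SD 0.55) and that over the hepatocyte markers among genes above the median (0.17, SD 0.41), and which markers the donor cells express is not given in the sources used here. Among permutations of the arrays over the groups, 1 of 10 splits, the real one, gave a camera p as small (1.20e-11, against 2.19e-05 for the next), and 10 splits are too few for a share under 0.05. Mitochondrial transfer may have raised these genes, but donor RNA and a difference in cell density or oxygen at harvest, not tested here, stay open. The paper's text does not give the cell density when the array samples were taken. In its proliferation assays, cells given mitochondria reached a stationary phase earlier, and it reports rising glucose use and lactic acid production in the medium.

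At the level of probe sets, 135 were higher by over 3 on the log2 scale and 2 were lower by over 3. Among 107 genes higher by over 2 with at least 3 other probe sets, 43 of them with a control mean at background, the median over genes of the other probe sets' difference was −0.0169 (quartiles −0.15 and 0.15). This argues against more mRNA of the whole gene as the source of these rises as a set, although 8 of the 114 genes higher by over 2 passed with the median of their probe sets. Single exons used only after transfer, or a technical difference in how single probe sets hybridized, are candidate explanations that were not tested. No batch is named that would separate the groups.

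The fall of oxidative phosphorylation genes came with falls in other lists of abundant genes. The oxidative phosphorylation list did not pass in camera with an estimated correlation (adjusted p = 0.495) or with fry (0.198). An intensity-dependent shift between the arrays of the groups was argued against as the whole cause, since the list passed after cyclic loess (adjusted p = 0.000759), where its median went from −0.20 to −0.11 and that of all genes from 0.005 to 0.07, but a part in the fall stays open, as the olfactory receptors, which lie at background, passed upward with the mean of probe sets (adjusted p = 1.66e-05). Cyclic loess was fitted to all probe sets before 1 was taken per gene. All genes of the brightness decile that starts at 9.07, where the list's mean intensity lay, had a median difference of −0.01, against −0.20 for the list. With the median of probe sets, chosen after seeing the data, these were −0.14 and −0.18, so that the list fell little more than genes of that decile. Whether 1 or 2 control arrays stood apart stays open: the median of −0.20 became −0.26, −0.20 and −0.14 without control replicates 1, 2 and 3 (and −0.12 without transfer replicate 1), and the ratio over the controls was at most 1.43, which lies within the preset bound of 1.5 by less than the SD of the 3 ratios, 0.206. That the margin had to exceed this SD was decided after the ratio was seen. Among permutations of the arrays, 3 of 10 splits gave a camera p as small, with 1.90e-05 for the real split and 7.42e-08 for the smallest of the others, and in both of the others control replicate 1 stood with 2 transfer arrays, while 10 splits are too few for a share under 0.05.

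Genes of natural killer cell cytotoxic effectors fell as a group (adjusted p = 2.69e-05; adjusted p = 0.324 with an estimated correlation). The activating receptors fell (adjusted p = 0.00773; adjusted p = 0.324 with an estimated correlation), but not with fry (0.0587) or in preranked enrichment (0.650). G2/M genes fell (adjusted p = 0.00045; adjusted p = 0.324 with an estimated correlation). The list of STAT5 and STAT targets fell (adjusted p = 0.00969; adjusted p = 0.432 with an estimated correlation). This last call was lost without transfer replicate 1 (adjusted p = 0.0519), in preranked enrichment (0.270) and with the median of probe sets, chosen after seeing the data (0.260, median −0.085 against −0.23). After cyclic loess the median of STAT5 and STAT targets was −0.15, that of NK activating receptors −0.17 against −0.26 and that of G2/M genes −0.096 against −0.18 (−0.10 with quantile normalization). Replication-dependent histone genes fell (adjusted p = 2.46e-10; adjusted p = 0.324 with an estimated correlation).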

How the results depend on the processing

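The median of probe sets was chosen after seeing the data, and the other settings before. For values given without a stated cause, the cause was not tested.

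Against 440 genes changed, 690 passed among genes above background and 996 above the median of all genes, where fewer genes were tested, 71 with the mean and 16 with the median of probe sets, 1076 with trend and robust, and 158 with a block on replicate number. Of the 71, 48 were among the 440, and of the 158, 155. Whether the replicate numbers pair the samples is not known. Deviations of like-numbered arrays from their group means correlated at 0.0691, 0.00751 and 0.00761 across genes. Those of unlike-numbered arrays correlated at −0.0480 to 0.0420. With 3 arrays per group these values cannot decide it. The t-test gave 3789 at an unadjusted p under 0.05 and 182 adjusted, the 1.5-fold threshold with unadjusted p 2101, and single probe sets 216. With 1 array left out there were 168 to 347, with 192, 168 and 197 without control replicates 1, 2 and 3 and 220 and 251 without transfer replicates 2 and 3. Higher genes outnumbered lower ones among the calls of each of these settings, but at an unadjusted p under 0.05 lower genes were more with the mean (1496 higher, 2733 lower) and the median (1174 higher, 1812 lower) of probe sets.

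Toll-like receptor signalling and JAK-STAT signalling turned up in preranked enrichment (adjusted p = 0.278 and 0.615) and did not pass in any setting (ranges 0.241 to 0.990 and 0.109 to 0.990). The list glycolysis and gluconeogenesis passed above background (0.0367), above the median (0.0267), with quantile normalization (0.0441), cyclic loess (0.0381), the mean of probe sets (0.0394), and trend and robust (0.0312), with 0.0247 to 0.135 when 1 array was left out and a highest value of 0.591. The list oxidative phosphorylation kept its direction throughout and did not pass with an estimated correlation (0.495) or fry (0.198), with 1.50e-06 to 0.00998 when 1 array was left out.

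Besides oxidative phosphorylation, 16 lists passed. With an estimated correlation 0 did, against 14 to 19 with 1 array left out. Of all 17, 8 passed with fry and 12 in preranked enrichment, and all kept their direction in every setting. RNA degradation was also lost with quantile normalization (0.0568), cyclic loess (0.0932) and the median of probe sets (0.0520), STAT5 and STAT targets with that median (0.260), and medians were smaller by over 1.5 times for 12 of the 17 after cyclic loess and 7 with quantile normalization. Among lists that did not pass, the direction turned for the one-carbon pool with the mean of probe sets (0.852), DNA sensing in preranked enrichment (0.584), type I interferon genes with quantile normalization (0.874), cyclic loess (0.550) and 1 array left out (0.355 to 0.986), S phase with the mean (0.137) and median (0.753) of probe sets, metabolic targets of mTORC1 with fry (0.990) and 1 array left out (0.578 to 0.970), epithelial markers above background (0.937) and with the mean (0.0509) and median (0.585) of probe sets, and olfactory receptors with cyclic loess (0.550). The 8 lists given only as a range were put aside after their values were seen, as their direction varied between settings, and 1 of them, other tissue-restricted families, passed with the mean of probe sets (0.0276). Lists that gained a call were the mTORC1 pathway with the mean of probe sets (0.0400), cytosolic DNA sensing with the mean (0.0303), interferon-stimulated genes with the median (0.0283), NK inhibitory receptors with the mean (0.0185), median (0.0320), trend and robust (0.0440) and without control replicate 1, mitochondrial biogenesis and dynamics with the mean (0.0124), median (0.0187), trend and robust (0.0463) and without control replicates 1 or 2, tyrosine metabolism with fry (0.0297) and without control replicate 1, the one-carbon folate pool with fry (0.0201) and in preranked enrichment (0.00907), and olfactory receptors with the mean (1.66e-05), median (0.000315), fry (0.0393) and preranked enrichment (0.0108).

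For named genes, 796 of the values under alternatives kept direction and call, 163 lost the call, 35 gained it and 13 turned. These are the log2 differences with the mean of probe sets for IL1B (−0.028), IL3RA (−0.12), ACSS2 (−0.19) and TENT4B (−0.20), and with the median for IL1B (−0.25), IL3RA (−0.42), STAT6 (−0.085), ACSS2 (−0.44), NDUFA6 (0.061), FTCD (−0.11), PLXNB2 (−0.29), TENT4B (−0.39) and BLM (−0.17). Of 34 named genes that passed, 15 passed in all 6 fits with 1 array left out. The background level was 7.78 from other tissue-restricted families and 6.02 at the 90th percentile, and 71.9% of genes lay above the level used, which limits what can be said of cytokine and receptor genes below it.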

Differences from the paper's values

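Normalized enrichment scores were computed by preranked enrichment on the signal-to-noise ratio, for lists written after KEGG pathways that are not the KEGG sets themselves. The group SDs in that ratio had the floor described above, so that the scores hold little of the spread between replicates. The paper's scores were read by eye. A score was taken to differ from the paper's when the gap was larger than the SD of the score with each array left out. This SD is smaller than a standard error of the score. It also leaves out the error of reading by eye and the unlike gene lists. A difference by this rule is therefore a description and not a test. The alternatives compared are those set before the data were examined, except where stated.

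JAK-STAT signalling scored 0.99, and the paper's score is about 1.2 in Figure S6A, read by eye. The difference was within the SD without control replicate 1 and without transfer replicate 3, and not under the others. Glycolysis and gluconeogenesis scored 1.01, against the paper's about 1.3 in Figure S6A, read by eye. The scores did not differ with genes above background, genes above the median, the mean of probe sets, without control replicate 3 and without transfer replicate 2, and differed under the others. The median of probe sets, chosen after seeing the values, also gave no difference. Oxidative phosphorylation scored −1.89, against the paper's about −1.4 in Figure S6A, read by eye. There was no difference with cyclic loess, without control replicate 3 and without transfer replicate 1, and none with the median of probe sets, chosen after seeing the values, while the other alternatives differed. Ribosomal proteins scored −1.70, against the paper's about −2.0 in Figure S6A, read by eye, and every alternative differed. The proteasome scored −1.68, against the paper's about −1.5 in Figure S6A, read by eye, with no difference after cyclic loess, without control replicates 2 or 3 and without transfer replicate 1, and a difference under the others. RNA degradation scored −1.06, against the paper's about −1.6 in Figure S6A, read by eye. All alternatives set before the data were examined differed, and the median of probe sets, chosen after seeing the values, gave −1.58. Tyrosine metabolism scored 1.22, against the paper's about 1.7 in Figure S6A, read by eye, and every alternative differed. The one-carbon folate pool scored 1.85, against the paper's about 1.5 in Figure S6A, read by eye, and every alternative differed. With the mean of probe sets the score was 0.52, below the paper's. It was 0.71 with the median of probe sets, chosen after seeing the values, while the other alternatives lay above the paper's score. Cytosolic DNA sensing scored 1.05, against the paper's about 1.3 in Figure S6A, read by eye, with no difference among genes above background and a difference under the others. With all arrays and the brightest probe sets these scores had the paper's sign. The sign turned for JAK-STAT signalling with genes above the median (−0.98) and the mean of probe sets (−1.08), and for cytosolic DNA sensing with the mean of probe sets (−1.36), as it did for both with the median of probe sets, chosen after seeing the values (−1.21 and −1.11). Toll-like receptor signalling (1.25), the spliceosome (−2.04) and olfactory receptors (1.43) were within the SD of the paper's scores. For Toll-like receptor signalling a difference appeared with genes above the median and without transfer replicates 1 or 2. The spliceosome was within the SD only without control replicates 1 or 2 and without transfer replicate 2. Olfactory receptors differed with genes above the median (0.76), quantile normalization, cyclic loess (1.07), the mean of probe sets (2.20), without control replicates 1 or 2 and without transfer replicate 2. With the median of probe sets, all 3 differed.

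The median of probe sets, where it closed a gap, kept 13 of the 440 genes called here. The paper's own calls per gene are not given in the sources used here.

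The paper states that Toll-like receptor and JAK-STAT genes were upregulated. Here neither list passed in camera (adjusted p = 0.609 and 0.618, direction down), and preranked enrichment gave the paper's direction without passing (0.278 and 0.615). The paper states that glycolysis genes were upregulated. The list of glycolysis and gluconeogenesis did not pass here (0.0634, direction up), nor with an estimated correlation (0.432), with fry (0.0587) or in preranked enrichment (0.591). It passed among genes above background (0.0367), genes above the median (0.0267), with quantile normalization (0.0441) and cyclic loess (0.0381). It also passed with the mean of probe sets (0.0394), trend and robust (0.0312) and without control replicate 3 (0.0247). Core glycolysis passed (0.00265; adjusted p = 0.432 with an estimated correlation). The fall of oxidative phosphorylation genes has the paper's direction (0.000111; adjusted p = 0.495 with an estimated correlation). For cytosolic DNA sensing, which has a positive score in Figure S6A, preranked enrichment gave the paper's direction without passing (0.584). In camera the list did not pass (0.550, direction down), and it passed downward with the mean of probe sets (0.0303).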

Other observations

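Hypoxia targets, genes induced when oxygen is low, were higher as a group after mitochondrial transfer (camera adjusted p = 2.46e-10; adjusted p = 0.324 with an estimated correlation). Of 27 measured, 9 were higher and none lower over all genes, and 16 were higher when adjusted over the list alone. BNIP3L, a mitophagy receptor gene, went from a log2 intensity of 9.37 ± 0.11 (SD, n = 3) to 11.61 ± 0.11 (SD, n = 3), and P4HA1, a collagen prolyl hydroxylase gene, from 8.82 ± 0.38 (SD, n = 3) to 11.15 ± 0.15 (SD, n = 3). Their differences were 2.24 and 2.33 (adjusted p = 0.000416 and 0.00296), and 7 of 9 and 14 of 15 other probe sets were higher. NDRG1, a stress-responsive gene, rose by 1.54 (adjusted p = 0.00362). The core glycolysis genes HK2 and SLC2A3 also belong to this list. At an unadjusted p under 0.05 in limma, 17 were higher and 0 lower.

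Of 27 genes of natural killer cell cytotoxicity, 23 had negative differences (median −0.31). None passed the limma test, over all genes or over the list alone, while at an unadjusted p under 0.05 there were 10 lower and 0 higher, and with trend and robust 5 lower. GZMB and PRF1, which encode granzyme B and perforin, had differences of −0.54 and −0.38 (adjusted p = 0.119 and 0.276), and STX11, a gene of granule release, had −0.68 (adjusted p = 0.0719). Genes of other proteins the study measured had −0.31 for IFNG, −0.23 for TNF, −0.34 for LAMP1 (CD107a) and −0.15 for MKI67 (adjusted p = 0.427, 0.426, 0.253 and 0.567). Positive were NCAM1, CD69 and LAG3, at 0.04, 0.02 and 0.27 (adjusted p = 0.905, 0.968 and 0.695). After co-culture with cancer cells, the paper reports more granzyme B, perforin, IFN-γ and TNF-α released into the medium and stronger CD107a degranulation. It also reports higher intracellular staining of Ki-67, the protein of MKI67. The measures are unlike, as release and degranulation are not amounts in the cells, and the arrays give mRNA at a time not given in the paper's text. Of 23 activating receptor genes, 17 were negative (median −0.26). TYROBP and NCR1, an adaptor and a receptor, had −0.66 and −0.44 (adjusted p = 0.111 and 0.144), and FCER1G, another adaptor gene, was the only one to pass, over all genes and over the list alone, with a rise of 2.61 (adjusted p = 0.000884) on 1 probe set and a median of 0.09 on its others. The inhibitory receptors did not pass (15 of 20 negative, adjusted p = 0.0789). For the activating and inhibitory receptors it measured by flow cytometry, which gives protein and not mRNA, the paper reports no significant difference. Of 25 STAT targets, 19 were negative (median −0.23), among them BCL2L1, a survival gene, at −0.63 (adjusted p = 0.0797). Of 19 measured histone genes of 49 listed, 18 were negative (median −0.56), with 4 lower over all genes and 14 over the list alone. The 4 were H2AC6, H1-5 and H2BC14, with −0.95, −0.86 and −0.79 (adjusted p = 0.0185, 0.0248 and 0.0277), and H1-4. H2AC6, H1-5 and H2BC14 each passed in 0 of 6 fits with 1 array left out. Of 54 G2/M genes, 41 were negative (median −0.18), with PLK1 and AURKA, mitotic kinase genes, at −0.65 and −0.55 (adjusted p = 0.114 and 0.112). S phase genes did not pass (38 of 60 positive, adjusted p = 0.416), and BLM, a helicase gene, was higher over all genes by 0.98 on 1 probe set (adjusted p = 0.0179), but in only 1 of 6 fits with 1 array left out (highest adjusted p = 0.0960) and not with a block on replicate number (0.0849).

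Interferon-stimulated genes did not pass (adjusted p = 0.0904), with OAS2 lower by the test at −0.91 and MX2 higher at 1.50 (adjusted p = 0.0230 and 0.0336), the latter with a median of −0.04 on its other probe sets, and they passed in 1 and 0 of 6 fits with 1 array left out (highest adjusted p = 0.115 and 0.109). Type I interferon genes did not pass (adjusted p = 0.896), nor did epithelial markers of the donor cells (adjusted p = 0.752). A further 8 lists, of inflammatory, stress, mitophagy and oxidative genes and of markers of other cell types and tissues, had adjusted p from 0.737 to 0.983, and 0 passed.

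Among permutations of the 6 arrays over the groups, 1 of 10 splits, the real one, gave as many genes at an unadjusted p under 0.05 (3990, against 1110 for the next) and 1 gave as many lists past the threshold (16, against 10). For Toll-like receptor signalling 3 splits gave a camera p as small by permutation of the arrays (0.416, smallest of the others 0.196), for JAK-STAT signalling 2 (0.437 and 0.296) and for glycolysis and gluconeogenesis 2 (0.0294 and 0.0236). The 10 splits are too few for a share under 0.05.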
